# Pyruvate dehydrogenase complex integrates the metabolome and epigenome in CD8+ memory T cell differentiation in vitro

**DOI:** 10.21203/rs.3.rs-2838359/v1

**Published:** 2023-05-10

**Authors:** Tatiana Tarasenko, Payal Banerjee, Julio Gomez-Rodriguez, Derek Gildea, Suiyuan Zhang, Tyra Wolfsberg, Lisa Jenkins, NISC Comparative Sequencing Program, Peter McGuire

## Abstract

Modulation of metabolic flux through pyruvate dehydrogenase complex (PDC) plays an important role in T cell activation and differentiation. PDC sits at the transition between glycolysis and the tricarboxylic acid cycle and is a major producer of acetyl-CoA, marking it as a potential metabolic and epigenetic node To understand the role of pyruvate dehydrogenase complex in T cell differentiation, we generated mice deficient in T cell pyruvate dehydrogenase E1A (*Pdha*) subunit using a CD4-cre recombinase-based strategy. Herein, we show that genetic ablation of PDC activity in T cells (*TPdh*^*−/−*^) leads to marked perturbations in glycolysis, the tricarboxylic acid cycle, and OXPHOS. *TPdh*^*−/−*^ T cells became dependent upon substrate level phosphorylation via glycolysis, secondary to depressed OXPHOS. Due to the block of PDC activity, histone acetylation was also reduced, including H3K27, a critical site for CD8^+^ T_M_ differentiation. Transcriptional and functional profiling revealed abnormal CD8^+^ T_M_ differentiation in vitro. Collectively, our data indicate that PDC integrates the metabolome and epigenome in CD8^+^ memory T cell differentiation. Targeting this metabolic and epigenetic node can have widespread ramifications on cellular function.

## INTRODUCTION

Pyruvate dehydrogenase complex (PDC) is a tripartite mitochondrial matrix enzyme which consists of pyruvate dehydrogenase (E1), dihydrolipoamide acetyltransferase (E2) and dihydrolipoamide dehydrogenase (E3). This enzyme complex is responsible for the oxidation of pyruvate to acetyl-CoA, the activated form of acetate, CO_2_ and NADH, and serves as the link between glycolysis and the tricarboxylic acid cycle (TCA). The major metabolic fates of acetyl-CoA include the provision of carbon skeletons for the TCA cycle, and the biosynthesis of fatty acids and cholesterol.

In addition to its contributions to cellular energy, acetyl-CoA may also serve as a substrate for the post translational modification of histones. During histone acetylation, an acetyl group from acetyl-CoA is transferred to the primary amine in the ε-position of the lysine side chain. This epigenetic modification results in neutralization of positive electrostatic charge, ultimately affecting DNA access and transcription. Since one of the major sources of acetyl-CoA is glycolysis, it is not surprising to find that histone acetylation is directly modulated by glycolytic flux and cellular metabotype^1^. Therefore, PDC may serve as a major node in T cells, integrating metabolism and epigenetics.

T cell activation and differentiation involve a series of coordinated steps involving metabolic, epigenetic and subsequently, transcriptional reprogramming ^2-4^. Regarding metabolic reprogramming, activated T cells awake from their quiescent state of OXPHOS dependence to develop a Warburg-like metabotype. Upon differentiation, this metabotype is retained (e.g., inflammatory T helper 1 cells) or recedes back to OXPHOS (e.g., CD8^+^ memory T cells (T_M_)). Following these rapid metabolic changes, T cells experience changes in chromatin accessibility and transcription, indicating that these processes are temporally linked and dependent^5^. As such, T cell activation and differentiation serves as an excellent in vitro model for studying the intersection between metabolic perturbations and epigenetics.

Despite its central position in metabolism, the role of PDC in integrating the metabolome and epigenome in T cells remains unclear. We hypothesized that ablation of PDC activity would have widespread metabolic and epigenetic consequences and lead to aberrant gene expression, ultimately impacting T cell differentiation. To understand the role of PDC in metabolism and its effects on the epigenome, we developed a mouse model of T cell *Pdha1 (E1)* deficiency using a cre recombinase-based strategy. In the present study, we defined the effects of PDC deficiency on the metabolome and epigenome during CD8^+^ memory T cell differentiation in vitro. We specifically chose this in vitro strategy to control for the contributions of extracellular metabolites (e.g., acetate) to T cell activation and differentiation^6^.

## RESULTS

### PDC deficiency in T cells: TPdh^−/−^ mouse

To understand the effects of disruption of this critical metabolic node in T cells, we developed a model of T cell PDC deficiency by targeting *Pdha* using a CD4-cre recombinase. *TPdh*^*−/−*^ mice display normal litter sizes, body weight and length and life span (data not shown). To confirm deletion of the *Pdha* locus, we performed qPCR on gDNA from splenic T cells. *Pdha* mRNA was not detected in *TPdh*^*−/−*^ T cells (Fig. 1A). Similar to humans, *Pdha* is encoded on the X-chromosome^7^. Therefore, to determine the efficacy of our cre-recombinase, we studied both sexes for the presence of PDHA by immunoblot (Fig. 1B). PDHA was absent in both male and female mice, enabling us to use both sexes for subsequent experiments. Finally, we wanted to pyruvate oxidized was disrupted in activated *TPdh*^*−/−*^ cells. To answer this question, splenic T cells from WT and *TPdh*^*−/−*^ mice were isolated and activated for 24 hours with CD3/CD28 stimulation. Extracellular flux analysis was performed where glucose was removed and replaced by pyruvate (Fig. 1C). While WT cells readily oxidized pyruvate, *TPdh*^*−/−*^ cells were impaired, consistent with a block at the level of PDC.

### TPdh^−/−^ cells are dependent upon glycolysis

PDC is an important gatekeeper in metabolism, linking glycolysis and the TCA cycle. Since inhibition of PDC activity by PDK promotes aerobic glycolysis in culture and in vivo^8,9^, we predicted a similar increase in T cells with PDC deficiency. To profile glycolysis, we performed extracellular flux analysis following glucose injection on activated (24 hours) WT and *TPdh*^*−/−*^ splenic T cells (i.e., glycolytic stress test, Fig. 2A). Following glucose injection, the extracellular acidification rate rose promptly with *TPdh*^*−/−*^ cells peaking about 50 mpH/min higher than WT. The addition of oligomycin to quantify glycolytic reserve resulted in a minimal increase in *TPdh*^*−/−*^ T cells, indicating that these cells were operating at their glycolytic maximum. To confirm increased utilization of glycolysis, we anticipated an accumulation of glycolytic intermediates. To identify these points of substrate accumulation, we conducted metabolomic analyses of glycolytic intermediates on activated T cells. While other glycolytic and pentose phosphate pathway intermediates were similar to WT (Figure S1A and S1B), *TPdh*^*−/−*^ T cells displayed elevated levels of glucose-6-phosphate and fructose 1,6 bisphosphate, the products of two key regulatory enzymes of glycolysis, hexokinase and phosphofructokinase, respectively (Fig. 2B). The accumulations observed at critical metabolic checkpoints are consistent with enhanced glucose metabolism^10^.

The transition from glycolysis to the TCA cycle occurs in the mitochondria via PDC to produce acetyl-CoA, a critical metabolite for the TCA cycle ^11^. To confirm the interruption of glycolytic carbon transfer into the TCA cycle, we next examined the incorporation of ^13^C carbon from [U-^13^C] glucose into TCA cycle intermediates (Fig. 2C). In WT, approximately 40% of the citrate pool was labelled as M + 2, indicating a considerable glucose-derived contribution to citrate through PDC (Fig. 2D). Consistent with the genetic ablation of *Pdha*, the M + 2 isotopologues of TCA cycle intermediates citrate, fumarate, and malate were essentially absent, with unlabeled (M + 0) intermediates comprising the predominant isotopologue (Fig. 2D and S1C). The same was true for M + 2 aspartate, an amino acid derived from oxaloacetate. Cycling of the TCA from glucose derived carbon was also significantly depressed as reflected by the M + 4 citrate isotopologue (Fig. 2D, lower right). To define functional glucose dependence of activated T cells, we studied proliferation by incubating stimulated T cells with increasing concentrations of 2-deoxyglucose (Fig. 2E). While WT displayed a dose dependent effect, *TPdh*^*−/−*^ was found to have significant inhibition of proliferation at all doses of 2DG. Overall, our results not only confirm PDC deficiency, but also define a functional dependence of glycolysis on activated *TPdh*^*−/−*^ cells.

### Reprogramming of mitochondrial metabolism in TPdh^−/−^

The TCA cycle generates intermediates for sugars, amino acids, nucleic acids, and lipids, and provides reducing equivalents for oxidative phosphorylation^12-14^. Since the commitment of glucose derived carbon to the TCA cycle and aerobic metabolism was disrupted, we hypothesized that this would lead to metabolic adaptations^15,16^. To define these metabolic adaptations, we first profiled TCA cycle intermediates via metabolomics in CD3/CD28 activated T cells. Notably, one TCA cycle intermediate was markedly reduced in our metabolomics study. Succinyl CoA, the product of α-ketoglutarate dehydrogenase and substrate for succinyl CoA synthetase^17^, was decreased along with a significant increase in GTP (Fig. 3A). These findings suggest generation of GTP by substrate level phosphorylation via succinyl CoA synthetase^18,19^. Most other TCA cycle intermediates were similar between *TPdh*^*−/−*^ and WT. Based on these results we hypothesized that alternative carbon sources may be contributing to anaplerosis (Figure S2A and S2B). Glutamine is a critical amino acid for maintaining the TCA cycle in the setting of limited pyruvate availability ^20^. To profile the incorporation of glutamine carbon into the TCA cycle in *TPdh*^−/−^, we employed [U-^13^C] glutamine (Fig. 3B). Glutamine is converted to glutamate and subsequently α-ketoglutarate, the substrate that generates succinyl-CoA and downstream metabolites succinate, fumarate and malate. The M + 5 isotopomer of glutamate was increased in *TPdh*^*−/−*^ consistent with increased incorporation of ^13^C carbon (Fig. 3C and S2C). Monitoring M + 4 isotopologues downstream showed enrichment of glutamine carbon in fumarate, malate, and aspartate (Fig. 3C, Figure S2C). Other evidence of alternative carbon sources included a depression of multiple anaplerotic amino acids by metabolomics in *TPdh*^*−/−*^, with phenylalanine, tyrosine, isoleucine and valine being the most significantly affected (Figure S2D).

Anaplerosis not only helps regulate rates of biosynthesis by augmenting substrate availability, but may also contribute to cellular energy status^17^. Specifically, glutamine oxidation can maintain the TCA cycle in the setting of compromised mitochondrial pyruvate transport ^20^. To test whether increased incorporation of glutamine carbon translated to enhanced OXPHOS in *TPdh*^*−/−*^, we next performed extracellular flux analysis on T cells activated as above. Increased incorporation into the TCA by glutamine did not result in enhanced OXPHOS, but rather a depression (Fig. 3D), suggesting that this amino acid did not contribute to cellular energy status via OXPHOS in activated *TPdh*^*−/−*^ T cells. Based on our observations, we next sought to define OXPHOS by extracellular flux analysis. In activated *TPdh*^*−/−*^ T cells, basal respiration, ATP synthesis, maximal respiration and spare respiratory capacity were all depressed (Fig. 3E). Based on our stable isotope and extracellular flux analyses, we suggest that in activated T cells, a portion of glucose is completely oxidized in the mitochondria. In addition, this oxidation of glucose may help set the pace for OXPHOS. In PDC, a depression in OCR was also seen when the long chain fat palmitate was used as a substrate, indicating that mitochondrial fatty acid oxidation was also reduced (Figure S2E). Despite significant depressions in FAO and OXPHOS in *TPdh*^*−/−*^ T cells, total cellular ATP was similar to WT, suggesting that substrate level phosphorylation was sufficient to account for the deficit (Fig. 3F).

### Deficiencies in T cell differentiation in TPdh^−/−^ in vitro

T cells play multiple roles in the adaptive immune system. In addition to killing infected host cells, T cells activate and coordinate multiple arms of the innate and adaptive immune response to pathogens, allergens and tumors^21^. To study T cell expansion prior to differentiation, we stimulated cells for 72 hours and measured proliferation by cell trace violet (CTV) dilution (Fig. 4A). *TPdh*^*−/−*^ T cells displayed slightly compromised proliferation, with CD8^+^ cells showing a greater lag, consistent with their need for a more robust metabotype.

CD8^+^ T cells play a critical role in immunity, particularly viral infections. Following stimulation, CD8^+^ T cells rapidly proliferate and can differentiate into Ag-specific effector T (T_E_) cells or long-lived memory T (T_M_) cells that help protect against re-infection^22^. These differentiation states are dependent upon IL-2 and IL-15 stimulation, respectively^23^. To determine the impact of PDC deficiency on these cell types, we performed in vitro differentiation of T_E_ (IL-2) and T_M_ (IL-15) T cells (Figure S3A). *TPdh*^*−/−*^ T_E_ cells showed a retention of CD62L, a marker of T_M_ (Fig. 4B). Conversely, *TPdh*^*−/−*^ T_M_ cells showed depressed expression of Ly6C, indicating a breakdown in memory T cell differentiation. In adaptive immunity to viruses, CD8^+^ T_M_ cells comprise the memory pool, while T_E_ cells control viral proliferation by killing infected cells. To define the T_E_ phenotype, we performed cell killing assays using EL-4 cells. Interestingly, while *TPdh* ^*−/−*^ T_E_ displayed reduced killing activity, T_M_ also displayed killing activity (Fig. 4C), likely due to the retention of granzyme B activity (Figure S3B), suggesting abnormal differentiation.

We next asked whether metabolites provided by the extracellular environment could overcome the effects of PDC deficiency in T_M_ differentiation. Acetate, a precursor to ketone bodies produced during infectious states, has been shown to be involved in the acetylation of metabolic enzymes (e.g., GAPDH) and histones^6,24^. To test whether replacement of acetyl-CoA by acetate supplementation (10 μM) could aid in the differentiation of *TPdh*^*−/−*^ T_M_ cells, we performed in vitro differentiation with IL-15 as above. Since, acetate alone did not produce changes in Ly6C expression (data not shown), we also decided to target the upregulation in glycolytic metabolism. To accomplish this, we employed a lactate dehydrogenase inhibitor (LDHi, 25 μM) to suppress the upregulation of glycolysis and aid in the adoption of a T_M_ metabotype. With the addition of acetate and LDHi, we saw a slight improvement in Ly6C, suggesting phenotypic skewing towards the T_M_ phenotype (Fig. 4D). Interestingly, this improvement in T_M_ skewing in *TPdh*^*−/−*^ was not due to changes in the spare respiratory capacity of OXPHOS (Fig. 4E). These results suggest that the provision of acetate alone was not sufficient and that glycolytic suppression was also required. Furthermore, the acetyl-CoA derived from acetate was involved in mechanisms of differentiation outside of bioenergetics.

### TPdh^−/−^ T_M_ display altered epigenetic signatures

Based upon our T_M_ studies, we hypothesized that *TPdh*^*−/−*^ T_M_ would display perturbations in gene expression due to aberrant epigenetic signatures, specifically, histone modification. Global histone acetylation levels are determined by glycolytic flux and PDC deficiency represents a major impediment to acetyl-CoA production^25^. To test this hypothesis, we began by characterizing expression signatures by RNAseq (Fig. 5A). Compared to WT, *TPdh*^*−/−*^ T_M_ cells were found to have 16 downregulated genes and 414 upregulated genes (Log_2_ fold change >2, −Log_10_ P value > 1.3). Consistent with our functional assays, *TPdh*^*−/−*^ T_M_ cells displayed a divergent phenotype consistent with an inflammatory effector T cell phenotype. The top upregulated genes for *TPdh*^*−/−*^ T_M_ cells also included numerous granzymes and members of the killer-like receptor family, markers consistent with a T_E_ phenotype (Fig. 5A and 5B, top) ^26,27^. Similarly, upstream regulators lipopolysaccharide and interferon gamma were also consistent with an inflammatory effector T cell phenotype. We interpreted this gene expression profile as abnormal differentiation of *TPdh*^*−/−*^ T_M_, with the cells retaining effector functions, an assertion which was supported by our cell killing assays (Fig. 4C).

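Peak lists of 5 ChIPseq libraries of T_M_ cells were analysed, 2 from WT and 3 from *TPdh*-/- mice, where the legend of Fig. 5 gives 4 per condition. T_M_ cells are CD8+ T cells that were activated and then cultured with IL-15, and *TPdh*-/- cells lack the *Pdha* locus of the pyruvate dehydrogenase complex. Chromatin was precipitated with an antibody that the paper describes as raised against acetylated lysine of histones, while the sample labels name lysine 18. The authors aligned the reads to GRCm38/mm10, kept reads that mapped uniquely, removed reads in blacklisted regions and called broad peaks with MACS2, one list per library. Each peak has its position and the authors' fold enrichment, −log10 p and −log10 q, which were used here only to describe, rank and filter peaks within a list. The paper states a minimum number of reads for the sequencing, but the lists hold no read numbers, so the depth behind each list is unknown, and the paper's text names no input control for the peak calling. The smallest −log10 q was between 1.00 and 1.03 in all 5 lists. The median peak width was 1150 bp in WT replicate 1, 987 bp in WT replicate 2, and 855, 896 and 1026 bp in *TPdh*-/- replicates 1, 2 and 3. The median fold enrichment was 2.40 and 2.54 in the WT lists and 2.65, 2.58 and 2.48 in the *TPdh*-/- lists. The deleted gene, *Pdha1*, lies on chromosome X from 160122209 to 160138413, and a peak covered its promoter in WT replicate 1 alone, at the 18.4 percentile of that list. A peak list does not measure the deletion itself. Peaks were compared between libraries by an overlap of at least 1 bp, and were annotated with the GENCODE mouse annotation of that build as promoter within 3000 bp of a transcription start site. With 2 libraries against 3, an exact permutation test has 10 splits, and its two-sided p, taken as double the smaller one-sided p, cannot fall below 0.2.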

Since acetyl-CoA production is impacted by PDC deficiency, and is an essential component of gene regulation by histone modification, we next performed chromatin immunoprecipitation and sequencing (ChIPseq) studies by targeting acetylated histones. To visualize our genomic data, we constructed an MA plot (Figure S4A). In the figure, we found that WT T_M_ have nearly a log fold greater difference (purple) in bound sites when compared to *TPdh*^*−/−*^ T_M_. This translated into a generally lower number of genomic reads for the top 50 genes and at all loci in general (Figs. 5C and 5D) for *TPdh*^*−/−*^. 

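The files analysed here hold the peaks of each library and not the normalized reads behind the MA plot, so the groups were compared by the number and length of their peaks. WT replicate 1 had 15962 peaks and WT replicate 2 had 8859, and *TPdh*-/- replicates 1, 2 and 3 had 4920, 5419 and 9418. The mean was 12411 ± 5023 peaks (SD, n = 2) in WT and 6586 ± 2466 (SD, n = 3) in *TPdh*-/-. The difference in mean log2 peak number was 0.91 (exact permutation test, two-sided, p = 0.4), and it did not separate the groups, since *TPdh*-/- replicate 3 had more peaks than WT replicate 2. Peaks covered 15.1 ± 7.29 Mb (SD, n = 2) in WT and 7.08 ± 3.29 Mb (SD, n = 3) in *TPdh*-/-, a difference of 1.09 on the log2 scale (exact permutation test, two-sided, p = 0.4). The mean peak width was 1266 and 1117 bp in the WT libraries and 986, 1019 and 1153 bp in the *TPdh*-/- libraries. The log2 difference in peak number was 0.49 without WT replicate 1 and 1.20 without *TPdh*-/- replicate 3. Restricting the lists to peaks with a −log10 q of at least 5 moved it most, to 1.64. From the MA plot, the paper states that bound sites were higher in WT by nearly a log fold.

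**Figure D1:**
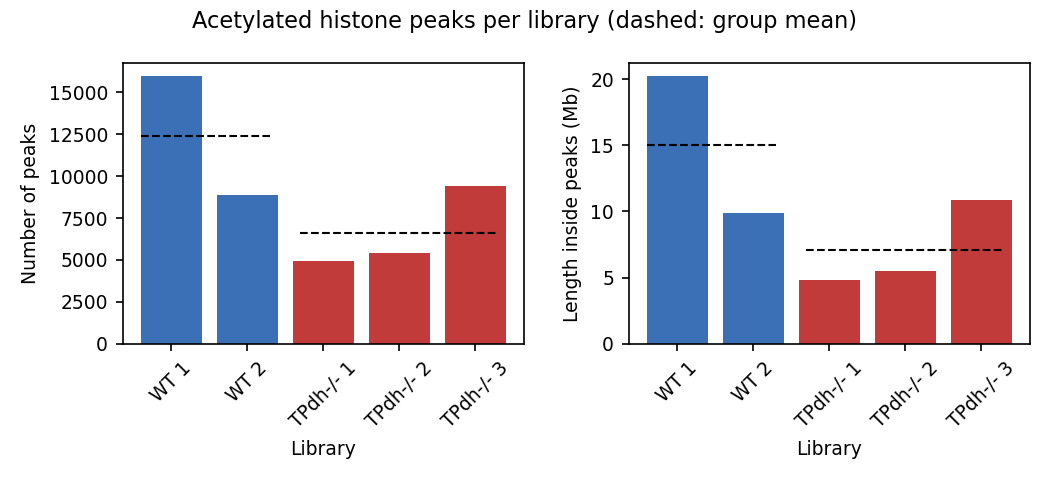
Number of peaks (left) and length inside peaks in Mb (right) of each library, with WT in blue, *TPdh*-/- in red and the group mean as a dashed line. *TPdh*-/- replicate 3, with 9418 peaks, lies above WT replicate 2, with 8859.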

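Normalized reads per gene were not used here, so the genes of Fig. 5C were compared by whether a peak lay within 3000 bp of the gene. Of the 50 genes, 34 had a peak in WT replicate 1 and 33 in WT replicate 2, and 14, 13 and 26 had a peak in *TPdh*-/- replicates 1, 2 and 3. All 5 libraries had a peak at 10 of the genes, both WT and no *TPdh*-/- library at 7, and no library at 16. No gene had a peak in a *TPdh*-/- library without one in WT. The paper presents these as the top genes of its own ChIPseq, and its text does not state how they were ranked. They were thus chosen from the same experiment, and higher counts in WT may follow from that choice. The counts are not independent support for a difference between genotypes. With lists of equal length, the mean number of these genes with a peak was 17 in WT and 13.3 in *TPdh*-/-, against 33.5 and 17.7 with the full lists. The paper's text gives no distance limit for its own assignment of peaks to genes. With peaks assigned to the nearest transcription start site, 40 of the 50 genes had a peak in each WT library. In *TPdh*-/- replicates 1, 2 and 3 the number was then 14, 12 and 26. Of the 7 genes with a peak in both WT and no *TPdh*-/- library, the first 3 in the order of the figure are described. *Gm26531*, an antisense transcript on chromosome 12 from 85962598 to 85979021, *Adamts14* on chromosome 10 from 61197112 to 61273438, and *Lancl3* on chromosome X from 9199902 to 9268085 each had 1 intronic peak in both WT libraries and none in *TPdh*-/-. These peaks ranked between the 28.2 and 57.8 percentile of their lists by −log10 q. With a −log10 q of at least 2, each gene kept a peak in 2 libraries. With lists of equal length, *Adamts14* had a peak in 1 library, and *Gm26531* and *Lancl3* in 0. The contrast at these genes thus depends on the length of the lists. The transcription start site nearest to the peak in *Gm26531* was that of *Ttll5*.
Over all loci, 57.5% of the peaks of WT replicate 1 and 78.7% of those of WT replicate 2 overlapped a peak of any *TPdh*-/- library, and 93.7%, 89.7% and 92.0% of the peaks of *TPdh*-/- replicates 1, 2 and 3 overlapped a WT peak. After random shifts within each chromosome, these shares were between 1.01% and 1.66%. WT peaks with no *TPdh*-/- peak ranked low in their own lists, with a median percentile of 27.0 in WT replicate 1 and 19.1 in WT replicate 2. In the strongest decile of WT replicate 1, 97.9% of peaks had a *TPdh*-/- peak, against 10.7% in the weakest. Within a genotype, 49.9% of the peaks of WT replicate 1 and 89.8% of those of WT replicate 2 overlapped a peak of the other WT library. For *TPdh*-/- replicates 1, 2 and 3, 89.0%, 84.5% and 59.4% of peaks overlapped a peak of another *TPdh*-/- library.

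**Figure D2:**
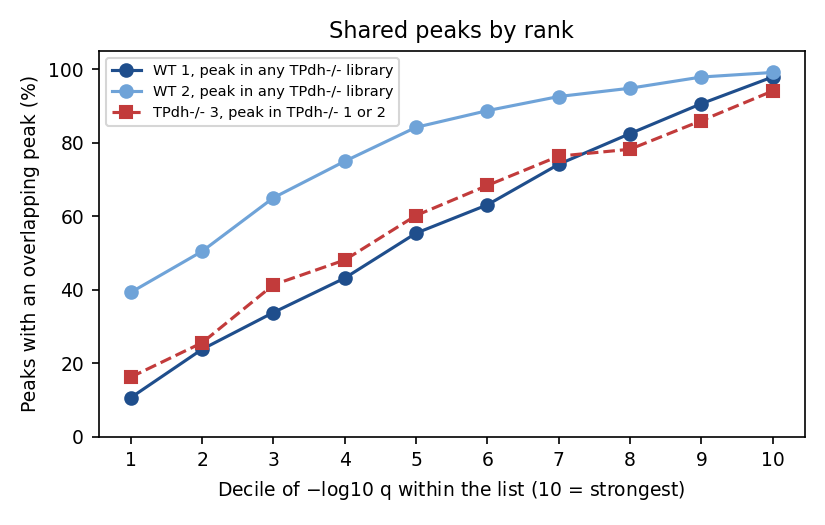
Percentage of peaks with an overlapping peak in other libraries (vertical axis) by decile of −log10 q within the list (horizontal axis, 10 the strongest), for the WT libraries against any *TPdh*-/- library and for *TPdh*-/- replicate 3 against *TPdh*-/- replicates 1 and 2. The share rises with rank in each comparison, from 10.7% to 97.9% in WT replicate 1 and from 16.2% to 94.1% in *TPdh*-/- replicate 3.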

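Peaks of the 5 libraries merged into 18410 regions, of which 10423 had a peak in at least 2 libraries. All 5 libraries had a peak in 3099 regions, both WT and no *TPdh*-/- library in 1089, and all 3 *TPdh*-/- and no WT library in 5. With lists of equal length, these last counts were 188 and 133. Without *TPdh*-/- replicate 3 the regions of WT alone were 2746, and without WT replicate 1 those of *TPdh*-/- alone were 141. Another pair, WT replicate 1 with *TPdh*-/- replicate 3, was alone in 1384 regions, more than the WT pair. The other 8 pairs had between 10 and 175 regions of their own. The strongest WT regions with no *TPdh*-/- peak lay at the promoters of *Mlst8* (chromosome 17 from 24478720 to 24479652), *1500011B03Rik* (chromosome 5 from 114813233 to 114814147) and *Yeats4* (chromosome 10 from 117223830 to 117224775). The strongest of the 5 regions of *TPdh*-/- alone lay in an intron of the pseudogene *Gm2619* (chromosome 1 from 85304107 to 85305004).
By annotation, 60.8 ± 0.085% of peaks (SD, n = 2) in WT and 64.1 ± 0.682% (SD, n = 3) in *TPdh*-/- lay at promoters. Introns held 17.0 ± 0.944% (SD, n = 2) in WT and 14.9 ± 0.730% (SD, n = 3) in *TPdh*-/-, and intergenic sequence 18.3 ± 1.40% (SD, n = 2) and 18.1 ± 0.891% (SD, n = 3). Promoter shares were lower in both WT libraries than in the 3 *TPdh*-/- libraries, and intron shares higher, each with p = 0.2 (exact permutation test, two-sided, the smallest p this test allows) and 0.35 after Benjamini-Hochberg adjustment over the 7 classes. The intergenic share did not separate the groups (exact permutation test, two-sided, p = 0.8). With every list reduced to its 4920 strongest peaks, which keeps all peaks of *TPdh*-/- replicate 1 and only the higher ranks of the other lists, the promoter difference changed sign, from -3.30 to 6.43 percentage points, and the intron difference from 2.08 to -2.66. With a −log10 q of at least 5 in every list, the promoter difference was -5.01. Randomly shifted peaks of WT replicate 1 fell at promoters in 18.4% and between genes in 46.4%.

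**Figure D3:**
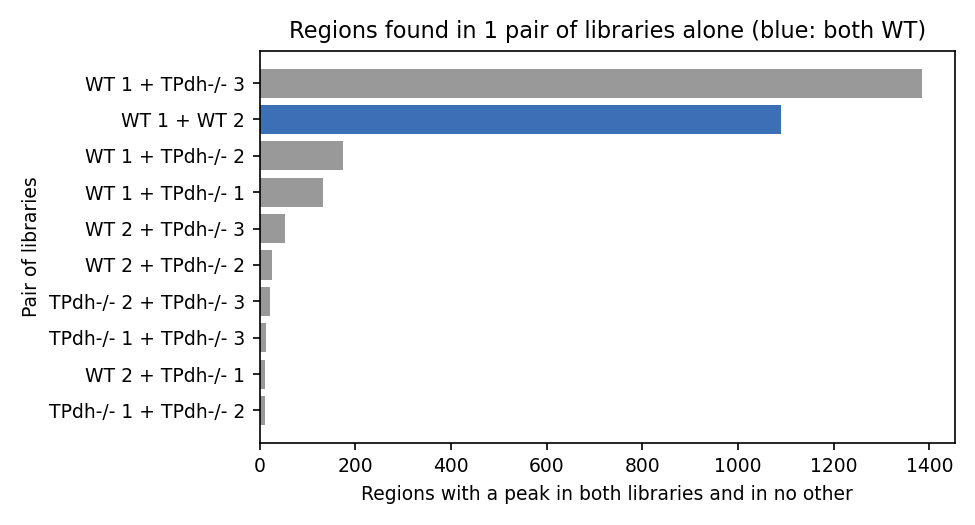
Number of merged regions (horizontal axis) with a peak in both libraries of a pair and in no other library, for each of the 10 pairs. The WT pair, in blue, has 1089 and the pair of WT replicate 1 and *TPdh*-/- replicate 3 has 1384.

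**Figure D4:**
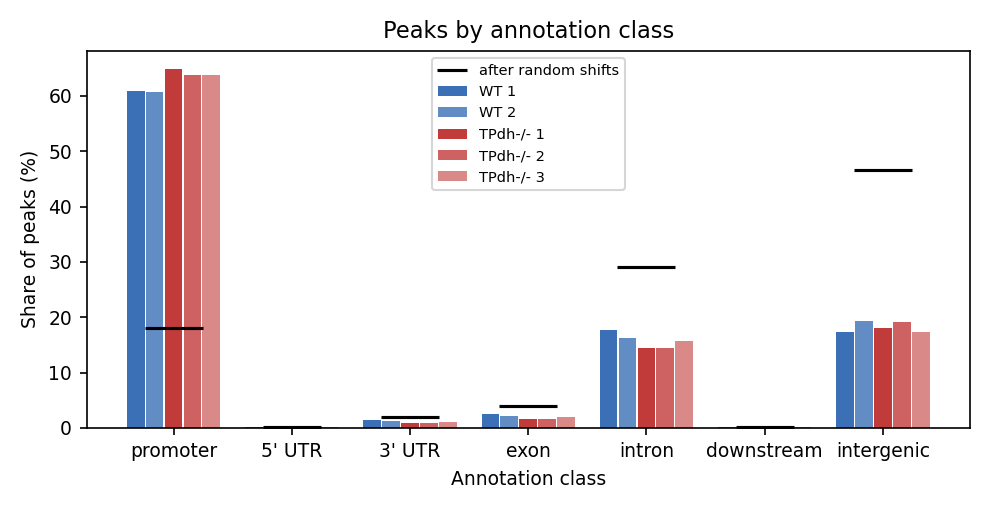
Share of peaks in percent (vertical axis) in each annotation class for each library, with WT in blue and *TPdh*-/- in red, and the mean share after random shifts as a black line. Promoters hold 60.9% of the peaks of WT replicate 1 and 64.9% of those of *TPdh*-/- replicate 1.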

Although the number of acetylated sites was lower in *TPdh*^*−/−*^ the overall distribution of acetylated sites was similar between both groups (Figure S4B). To confirm our findings, we used ChIP PCR to probe several targets important for T_M_ differentiation that were identified by our ChIPseq (Fig. 5E). 

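The genes labelled in Fig. 5E are *Cxcr5*, *Ccl5* and *Il10ra*. *Cxcr5* lies on chromosome 9 of GRCm38 from 44511787 to 44561877 on the reverse strand. An intronic peak between 5606 and 5988 bp from its nearest transcription start site was present in all 5 libraries, at the 81.2 and 60.0 percentile of the WT lists and the 14.6, 28.1 and 66.1 percentile of the *TPdh*-/- lists by −log10 q. A percentile ranks a peak within its own list, and the lists differ in length. The fold enrichment of this peak was 2.13 and 2.08 in WT and 2.08, 2.07 and 2.21 in *TPdh*-/-. With lists of equal length, all 5 libraries still had a peak at *Cxcr5*. Within 3000 bp of the gene, WT replicates 1 and 2 had 4 and 2 peaks and *TPdh*-/- replicates 1, 2 and 3 had 1, 1 and 2. With a −log10 q of at least 2, 3 libraries had a peak at *Cxcr5*. The peaks of *TPdh*-/- replicates 1 and 2, at 1.53 and 1.98, were then left out. With a −log10 q of at least 5, 1 library had a peak there. *Il10ra* lies on chromosome 9 from 45253837 to 45269149, also on the reverse strand. A peak at its promoter was present in both WT libraries, at the 88.7 and 46.0 percentile, and in *TPdh*-/- replicates 2 and 3, at the 45.6 and 46.2 percentile, and was not called in *TPdh*-/- replicate 1. Its fold enrichment was 2.73 and 2.26 in WT and 2.47 and 2.32 in *TPdh*-/- replicates 2 and 3. *Ccl5* lies on chromosome 11 from 83525778 to 83530518 on the reverse strand. No library had a peak within 3000 bp of it, and all 5 had a peak upstream, at a distance of 4178 and 5152 bp in WT and 4251, 4148 and 5135 bp in *TPdh*-/-. The fold enrichment of the upstream peak was 1.72 and 1.61 in WT and 1.86, 1.80 and 1.85 in *TPdh*-/-. A peak that was not called in a list can be present below the authors' threshold.

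**Figure D5:**
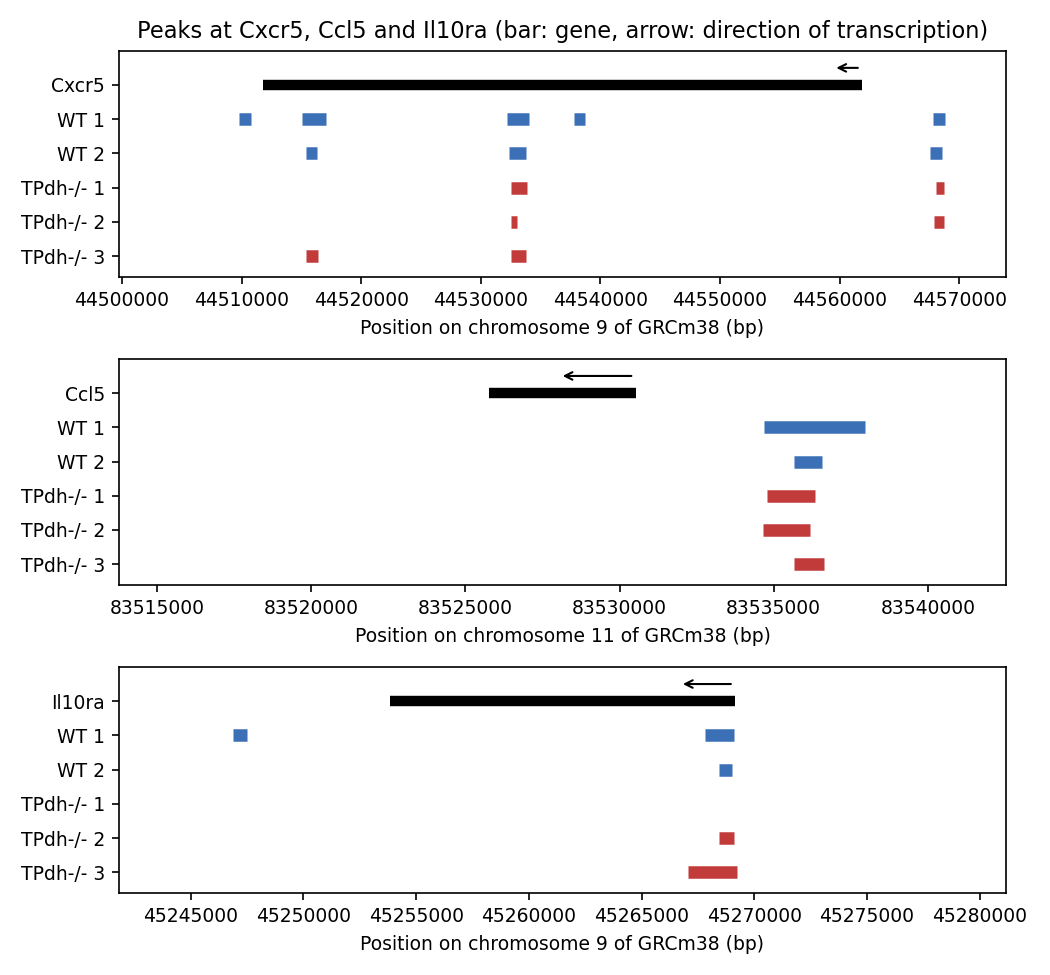
Peaks of each library (rows, WT in blue and *TPdh*-/- in red) along chromosomes 9 and 11 in bp at *Cxcr5*, *Ccl5* and *Il10ra*, with the gene as a black bar and an arrow for the direction of transcription. The peaks upstream of *Ccl5* are in all 5 libraries, and the promoter peak of *Il10ra* is in 4.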

Consistent with our ChIPseq results, *TPdh*^*−/−*^ T_M_ displayed a decreased ratio of acetylated target genes by ChIP PCR. These results were also consistent with our ATACseq results that showed limitations in chromatin accessibility for the aforementioned genes (Fig. 5F). Based on these findings, we hypothesized that histone acetylation would be altered. To answer this question, we conducted a proteomic analysis for histones lysine acetylation. In general, *TPdh*^*−/−*^ T_M_ displayed decreased amounts of histone acetylation (Fig. 5G). In addition, histone H3 acetylation at lysine 27 (H3.1K27ac), an important marker associated with CD8^+^ memory T cell differentiation ^28,29^, was also decreased. Overall, our results indicate perturbations in the epigenetic signature (i.e., activation and repression of loci) of *TPdh*^*−/−*^ T_M_ which alters gene expression profiles and by extension differentiation.

## DISCUSSION

Metabolites derived from intermediary metabolism play an important role in epigenetics and can mediate important health outcomes such as immunity. T cells undergo metabolic reprogramming following activation to develop a metabotype that is not only conducive to the bioenergetic and substrate needs of the cell, but also contributes to the epigenetic landscape. Herein, we studied the metabolic and epigenetic effects of disruption of PDC in T cells in vitro. PDC deficiency leads to widespread perturbations in glycolysis, mitochondrial metabolism, and the epigenome. The result is defects in T cell differentiation and changes in the response to extracellular metabolites. Our results indicate that glycolysis is a significant contributor to histone acetylation, and PDC serves as an important metabolic and epigenetic node in T cell differentiation.

Following engagement of the T cell receptor, pyruvate dehydrogenase kinase 1 (PDK1) becomes activated in T cells, leading to the phosphorylation and subsequent inhibition of PDC ^30,31^. As a result, a smaller fraction of pyruvate (~40% by our stable isotope studies) is metabolized in the mitochondria, and T cells adopt a glycolytic metabotype. In our current model, *TPdh*^*−/−*^ T cells lack a critical component of PDC, resulting in a deficiency of this enzyme complex. As a result of this block, pyruvate is not fully oxidized and subsequently, OXPHOS is downregulated (by ~ 48%). In response, *TPdh*^*−/−*^ undergo metabolic rewiring and upregulate glycolysis as evidenced by our extracellular flux and metabolomic studies. Consequently, total cellular ATP levels are maintained via substrate level phosphorylation. This upregulation of aerobic glycolysis is dependent upon the regeneration of NAD^+^, a process which occurs in the cytoplasm via the conversion of pyruvate to lactate via lactate dehydrogenase (LDH)^32^. Indeed, our extracellular flux analyses support increased activity of LDH. Not only does this lead to an upregulation of glycolysis, but also a metabotype where glycolysis is operating at its maximum, unable to be pushed further. As a result, *TPdh*^*−/−*^ T cells become functionally dependent upon glycolysis, as indicated by our proliferation studies with 2DG.

In aerobic organisms, the TCA cycle is a sequence of chemical reactions used to produce energy through the oxidation of acetyl-CoA derived from glycolysis, fatty acid oxidation or amino acid metabolism^33^. In our *TPdh*^*−/−*^ T cell model, the TCA cycle undergoes metabolic rewiring involving anaplerosis due to a deficiency of acetyl-CoA from glycolysis. As a mechanism to maintain homeostasis, glutamine becomes essential in this case of loss of glycolytic carbon sources for the TCA cycle ^34^. In our study, *TPdh*^*−/−*^ T cells showed a depletion of multiple ketogenic amino acids (isoleucine, phenylalanine, tyrosine), as well as increased incorporation of glutamine into the TCA cycle as measured by stable isotopes. However, glutamine incorporation did not result in enhanced OXPHOS, indicating that its function lies beyond bioenergetics. One such important function may be the synthesis of aspartate from oxaloacetate seen in *TPdh*^*−/−*^. Aspartate synthesis in the setting of OXPHOS deficiency becomes an important pathway for producing DNA, RNA and protein in proliferating cells^35^. Furthermore, anaplerosis may also be enhanced by OXPHOS deficiency, leading to excessive anaplerosis^36^.

Since metabolism is intricately tied to T cell differentiation, it was not surprising to find abnormalities in *TPdh*^*−/−*^ CD8^+^ T cells. CD8^+^ T cells are highly energetic and have a requirement for intact OXPHOS. Unlike CD4^+^ T cells, activation of CD8^+^ T cells does not result in a complete shift to aerobic glycolysis^37^. In fact, OXPHOS levels increase and are an important source of ATP needed for cell proliferation. Therefore, impaired OXPHOS and enhanced glycolysis seen in PDC deficiency are more consistent with T_E_ cells and may partially account for this distinct phenotype seen in *TPdh*^*−/−*^ T_M_.

Beyond metabolic reprogramming, CD8^+^ T cell differentiation also involves epigenetic and subsequently, transcriptional reprogramming ^2-4^. PDC deficiency leads to a deficiency of acetyl-CoA, an important substrate for histone modification^38^. Histone modification results in the activation and repression of key genetic loci involved in differentiation. The importance of acetyl-CoA derived from glycolysis in differentiation has also been reported in a number of cellular systems. For example, glycolysis-mediated changes in acetyl-CoA and histone acetylation control differentiation in embryonic stem cells^38^. In *TPdh*^*−/−*^ T_M_ cells, histone acetylation was markedly depressed as shown in our proteomic and ChIP studies, suggesting that glycolysis is a significant source of acetyl-CoA in these cells. Therefore, the deficits seen in *TPdh*^*−/−*^ differentiation are mediated by metabolic and epigenetic perturbations.

Interestingly, our findings presented herein were in contrast to a recent paper utilizing genetic and pharmacologic inhibition of the mitochondrial pyruvate carrier (MPC) ^39^. Wenes et al. described a metabolic-epigenetic axis that enables CD8^+^ memory T cell formation^39^. Histone H3 acetylation at lysine 27 (H3K27ac) is a marker of active chromatin regions associated with memory CD8^+^ T cell differentiation ^28,29^. Inhibition of the MPC resulted in H3K27 acetylation, however the carbon source switched to glutamine, instead of glucose. In our study, not only was overall acetylation depressed, but H3K27 acetylation was also absent in our histone proteomic study. Although we do not have a direct explanation for these findings, it is worthwhile to point out the differences between these two models. Inhibition of the MPC via pharmacologic or genetic means may have different effects on metabolism when compared to PDC inhibition. For example, MPC1^+/−^ mice employ fatty acid oxidation (FAO) to meet their bioenergetic needs^40^. *TPdh*^*−/−*^ T cells displayed depressed FAO. Beyond its effects on metabolism, MPC1 also engages in signaling transduction, interacting with mitoSTAT3 ^41^. Therefore, targeting different aspects of pyruvate metabolism may result in divergent phenotypes.

In summary, our data demonstrate that PDC deficiency leads to metabolic and epigenetic perturbations, affecting CD8^+^ memory T cell differentiation in mice. Based on our findings, we propose that PDC occupies a major node in T cell intermediary metabolism by mediating both biochemical and epigenetic responses in activation and differentiation.

## MATERIALS AND METHODS

### Murine model of TPdh^−/−^

*B6.129P2-Pdha1*^*tm1ptl*^*/J* mice were crossed with CD4-Cre transgenic mice (*B6.Cg-Tg(Cd4-cre)1Cwi/BfluJ*). Both strains were acquired from The Jackson Laboratory. The resultant mice were referred to throughout the paper as *TPdh*^*−/−*^. Male and female mice, 8–12 weeks were used for experiments. Animals were euthanized in a carbon dioxide chamber followed by cervical dislocation. All animal care and procedures were approved and authorized by the Animal Care and Use Committee of the National Human Genome Research Institute (NHGRI Animal Safety Protocol G-11-3). All experiments were performed in accordance with relevant guidelines and regulations. The studies herein were conducted and reported in accordance with ARRIVE guidelines.

### Immunoblot studies

For analysis, approximately 20 μg of protein was loaded on 4–20% Tris-glycine polyacrylamide gels and run at 150V for 1.5 h. Transfer to polyvinylidene difluoride membrane was done using the Trans-Blot Turbo Transfer System (Biorad, Hercules, CA). The membranes were blocked 1h room temperature in proprietary buffer (LI-COR Biosciences, Lincoln, NE). The membranes were probed with PDH and phospho-PDH (Abcam, San Francisco, CA) and b-actin (Sigma-Aldrich, St. Louis, MO). After washing the membranes three times (10 min each) with TBS 0.1% Tween 20, incubation with IRDye secondary antibodies was performed (LI-COR Bioscience, Lincoln, NE). Image capture and analyses were accomplished using an Odyssey Imager (LI-COR Bioscience, Lincoln, NE).

### Real time PCR

Extracted RNA (Pure link RNA mini kit, Thermo Fisher Scientific) was reverse transcribed to cDNA iScript Kit (BioRad). Reactions were cycled and quantitated with an ABI 7500 Fast Real Time PCR System (Applied Biosystems).

### Metabolomics

Randomly selected mice were euthanized in a carbon dioxide chamber followed by cervical dislocation and spleens were extracted. Isolated splenic T cells were sent for metabolomic analyses by Clarus Analytics (SanDiego, CA).

### Stable Isotope studies

T cells were stimulated for 24 hours with immobilized anti-CD3 and anti-CD28. All labeling experiments were performed with 1 million cells/mL in RPMI. Glycose free or glutamine free media were replaced by their respective uniformly ^13^C-labeled analog (i.e. [U-^13^C]glucose or [U-^13^C]glutamine; Cambridge Isotope Laboratories). Cells were cultured for 24 hours and then pelleted, and lysed in cold 50% methanol. Analyses were performed at the CRI Metabolomics Core, UT Southwestern. Lysates underwent three freeze-thaw cycles, followed by centrifugation to remove debris. The supernatants were evaporated, methoximated and derivatized by tert-butyl dimethylsilylation. Derivatized material (1 μL) was injected onto an Agilent 6970 gas chromatograph equipped with a fused silica capillary GC column (30 m length, 0.25 mm diameter) and networked to either an Agilent 5973 or 5975 Mass Selective Detector. The measured distribution of mass isotopologues was corrected for natural abundance of ^13^C ^42^.

### Extracellular flux analysis

Oxygen consumption rate (OCR) and extracellular acidification rate (ECAR) were determined using a Seahorse XF96 analyzer (Agilent). T cells activated for 24 hours with anti CD3 and anti CD28 were attached with Cell-Tak (Corning) at 0.2 million cells/well in Seahorse Base Medium Minimal DMEM supplemented with 12mM glucose, 2mM glutamine and 1mM sodium pyruvate. Mitochondrial parameters were monitored using the Mitostress kit (Seahorse Biosciences) according to the manufacturer’s standard protocol.

### Flow cytometry

Single-cell suspension of tissues were prepared. Anti- CD4, CD8, Ly6C, CD62L, CD25 antibodies were purchased from BD Biosciences or ebioscience. Labeled tetramers (NIH tetramer core facility) were used to identify viral specific T-cells. Data were acquired on CytoFLEX Flow Cytometer (Beckman Coulter) and analyzed using FlowJo software (Tree Star). Cells were loaded with 2μM CTV (ThermoFisher Scientific) and proliferation was estimated on day 3 by FACS. Cells were stimulated with biotinylated anti CD3 and crosslinked with streptavidin (Sigma-Aldrich). Flow cytometry gating strategy is depicted in Figure S4.

### Cell isolation and proliferation assays

Pan T cells, CD8^+^ T and CD4^+^ cells were enriched using isolation kits (Miltenyi Biotec). Purity of T-cells was > 95% in all cases. T-cells were stimulated with plate-bound anti-CD3 (5 μg/ml) and anti-CD28 (0.5 μg/ml) in glucose media.

### In vitro differentiation

Antibodies were purchased from BioXcell. OT-I cells were activated with OVA-peptide for 3 days. To differentiate into T_E_ or T_M_, cells were cultured in the presence of IL-2 or IL-15 (10ng/mL) for 4 days, respectively ^23^. Sodium acetate (25μM) and LDH inhibitor GSK2837808A (10μM), (Tocris, Bristol, UK) were added to differentiation media.

### T cell killing assays

Splenocytes (10^6^/mL) from OT1 mice were stimulated in RPMI + 10% FCS with 1μM OVA peptide for 3 days, washed and cultured with IL2 as above for 3 more days. Targets EL-4 cells loaded with Cell Trace Violet (C34557) at 2uM in PBS for 10 minutes then quenched and washed. Cells were pulsed with 1uM SIINFEKL peptide for 30–60 minutes at 37 degrees. Target cells were incubated with activated OT-1 cells, at varying ratios (1:5, 1:10, 1:20 in 200 μL media for 4 hours. Stained w/APC-anti-CD8 and live/dead for 30 minutes on ice. Acquired on Beckman CytoFLEX cytometer.

### RNAseq

Poly-A selected RNA-seq libraries were constructed from 1 μg total RNA using the Illumina TruSeq RNA Sample Prep Kits, version 2. The resulting cDNA was fragmented using a Covaris E210. Library amplification was performed using 11 cycles to minimize the risk of over amplification. Unique barcode adapters were applied to each library. Libraries were quantitated by qPCR using the KAPA Library Quantification Kit (KAPA Biosystems) and pooled in an equimolar ratio. The pooled libraries were sequenced on a NovaSeq 6000 with version 1 chemistry. At least 90 million 150-base read pairs were generated for each individual library. Data was processed using RTA 3.4.4.

### ATACseq

Tagmented DNA samples were amplified to add single indexed adapters using the Kapa HiFi PCR MasterMix (Roche). The final libraries were twice purified using Ampure XP PCR Purification Beads (Agencourt). The libraries were pooled and then quantitated by qPCR. The pool balance was checked by performing a MiSeq run using a MiSeq Nano kit, version 2. The percentage of each library in the pool was determined from the demultiplexing and was used to rebalance the pool before sequencing.

The pooled libraries were sequenced on an SP flow cell on a NovaSeq 6000 using version 1.5 chemistry to achieve a minimum of 61 million 101 base read pairs. Raw sequence data were processed using RTA version 3.4.4. ATACseq reads were trimmed using Trimmomatic (v. 0.39) to ensure removal of adapter and transposase sequences. Adapter sequences compiled for Trimmomatic (Nextera-PE-PE.fa) were used for adapter trimming, with the option ‘ILLUMINACLIP:NexteraPE-PE.fa:2:30:10:8:true’. ATACseq reads were aligned to the mouse GRCm38/mm10 reference genome sequence (EMSEMBL) using BWA MEM (v. 0.7.17). ATACseq reads that mapped unambiguously to one genomic site were retained by filtering out reads tagged with ‘XA:Z:’ or ‘SA:Z:’ in the SAM file generated by BWA. ATACseq reads that mapped to blacklisted regions of GRCm38/mm10 (ENCFF547MET.bed; https://www.encodeproject.org/files/ENCFF547MET/), were removed due to difficulty in accurately mapping reads to these genomic regions. MAC2 software (v. 2.2.7.1) was used to identify regions of open chromatin from the ATACseq data, with options ‘-g mm’ to specify genome size and ‘-f BAMPE’ to specify paired-end mapping of ATACseq data.

### ChIPseq

Acetylated histones were immunorecipitated using anti-acetyllysine histone antibodies (ab1191, Abcam, Waltham, MA ) for ChIPseq or ChIP PCR. For ChIPSeq, libraries were constructed from 50 ng of ChIP DNA using Ovation Ultralow System V2 1–96 with 15 cycles of PCR amplification. The final libraries were twice purified using Ampure XP PCR Purification Beads (Agencourt). The libraries were pooled and then quantitated by qPCR. The pool balance was checked by performing a MiSeq run using a MiSeq Nano kit, version 2. The percentage of each library in the pool was determined from the demultiplexing and was used to rebalance the pool before sequencing.

The pooled libraries were sequenced on a NovaSeq 6000 using version 1.5 chemistry to achieve a minimum of 37 million 51-base reads. The data were processed using RTA version 3.4.4.

First, quality control checks were performed using FastQC (0.11.9) (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) on raw sequence data in fastq format. The Phred scores for all samples were above 30, so we continued with the next steps. The fastq files were aligned to the mouse GRCm38/mm10 reference genome sequence (ENSEMBL) using BWA-mem (0.7.17). An important issue with ChIP-seq data concerns the inclusion of multiple mapped reads where the same reads are mapped to multiple loci on the reference genome. Including multiple mapped reads increase the number of usable reads and the sensitivity of peak detection; however, the number of false positives may also increase. Thus, we filtered the output BAM files using Samtools (1.15.1 ) view to retain only uniquely mapping reads. Blacklisted regions are largely comprised of sequences like major satellite repeats. These regions will show aberrantly high signal in all samples, thereby skewing normalization and often adding meaningless peaks. Thus, the reads overlapping with backlisted regions were removed from bam files using Samtools view. The locations of the blacklisted regions were downloaded from the ENCODE project (https://www.encodeproject.org/files/ENCFF547MET/). Next, we used MACS2 (2.2.6) to call broad peaks to identify areas in the genome that are enriched with aligned reads next to position of protein (histone) bound to DNA. Further, Diffbind (3.2, http://bioconductor.org/packages/release/bioc/html/DiffBind.html) was used to identify the differentially enriched peaks between wildtype and PDH-mutant samples. The peak profiles were annotated using ChIPseeker (1.28.3) in R (version 4.1.0). For visualization of peaks in UCSC Genome Browser, the bam files were first sorted and indexed using Samtools sort and Samtools index respectively and the bedGraph files were converted to bigwig files using UCSC bedGraphToBigWig tool.

### Histone proteomics

Posttranslational modifications of histones were performed using previously published methods ^43^. Briefly, core histones were extracted purified using the “Histone Purification Mini Kit” (#40026, Active Motif, Carlsbad, CA) according to the manufacturer’s instructions. Histones were acid-extracted, enriched on ion-exchange columns and desalted by perchloric acid precipitation. The purified histones were resuspended in HPLC-grade dH2O (1.0 μg/μL). Proteomic analyses was performed by the Mass Spectroscopy Section of NCI (Bethesda, MD).

### Statistical analyses

All experiments were repeated 3 or more times and summary or representative data were presented as appropriate. All measurements were taken from discrete samples. Statistical analyses were performed using Prism (Graphpad Software). Summary statistics were generated for all data. Two-sided unpaired Student’s t-test was used for comparing two groups where the populations followed a normal distribution, similar variance, and were sampled independently. P-value of < 0.05 was statistically significant. Means were represented by a single line with standard error of the mean for variation.

## Figures and Tables

**Figure 1:**
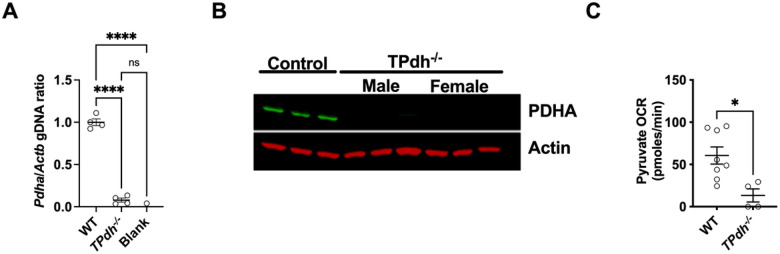
Mouse model of T cell pyruvate dehydrogenase complex deficiency. A) *Pdha* DNA in splenic T cells from *TPdh*^*−/−*^. CD4^+^ cre-recombinase was used to target T cells for deletion of *Pdha* locus. qPCR for *Pdha* was performed. N = 4 mice/condition. B) Immunoblot for PDHA from *TPdh*^*−/−*^ T cells. Total protein was extracted from splenic T cells. Immunoblots were probed for PDHA and normalized to actin (N = 3 / condition). C) Pyruvate oxidation in activated T cells. T cells were activated for 24 hours with CD3/CD28 and cultured in glucose free media supplemented with pyruvate as a carbon source. Extracellular flux analysis was performed. *** P < 0.001, **** P < 0.0001. Central line = mean, error bars = standard error of the mean.

**Figure 2:**
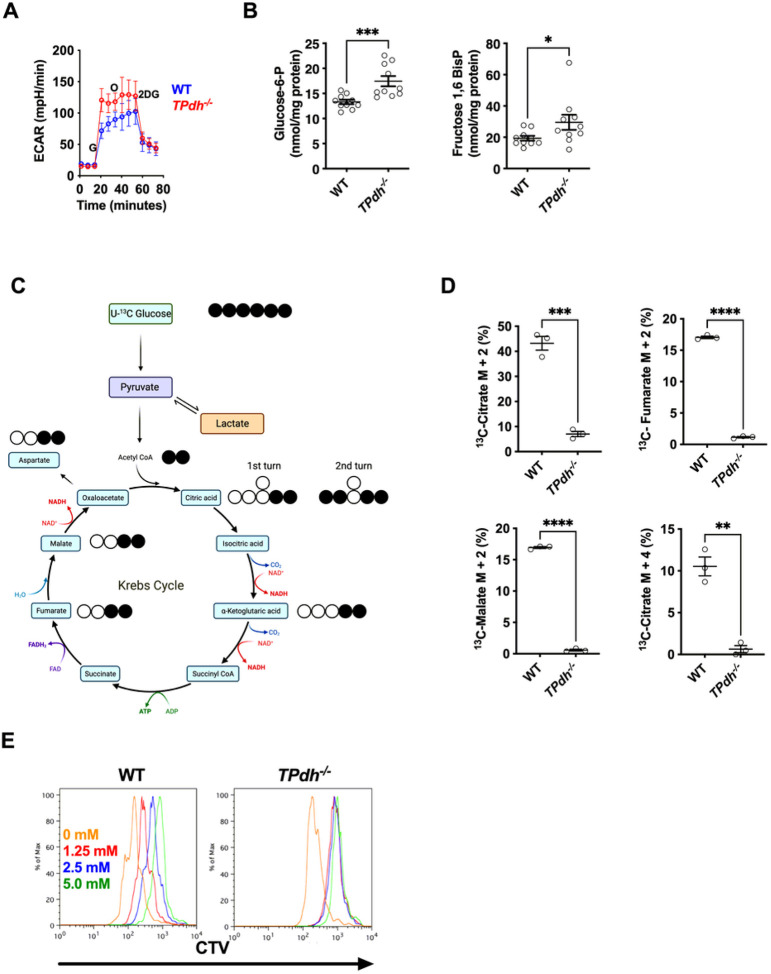
*TPdh*^*−/−*^ T cells display perturbations in glycolysis and disruption of tricarboxylic acid (TCA) cycle entry. A) Extracellular flux analysis of activated T cells. T cells were activated for 24 hours with CD3/CD28 antibodies. Glycolytic stress test was performed. B) Metabolomics for glycolytic intermediates. Splenic WT and *TPdh*^*−/−*^ T cells were stimulated for 24 hours as above. Cells were harvested and sent for metabolomic analysis. Metabolites were normalized to cellular protein levels. N = 10 mice/condition. C) Cartoon demonstrating use of uniform ^13^C-glucose as a carbon source for isotopomer labelling studies. D) Isotopologue labelling for citrate, malate, and fumarate. T cells were stimulated as above for 24 hours in the presence of ^13^C-glucose (N = 3 /condition). E) Glycolytic dependence in proliferating cells. Splenic T cells from WT and TPdh−/− T cells were stimulated as above and incubated with increasing concentrations of 2-deoxyglucose (2DG). Proliferation was measured by Cell Trace Violet (CTV) dilution via flow cytometry (N = 3 mice/condition). Representative of 3 or more experiments. Error bars = SEM. * P < 0.05, ** P < 0.01, *** P < 0.001, **** P < 0.0001. Central line = mean, error bars = standard error of the mean.

**Figure 3:**
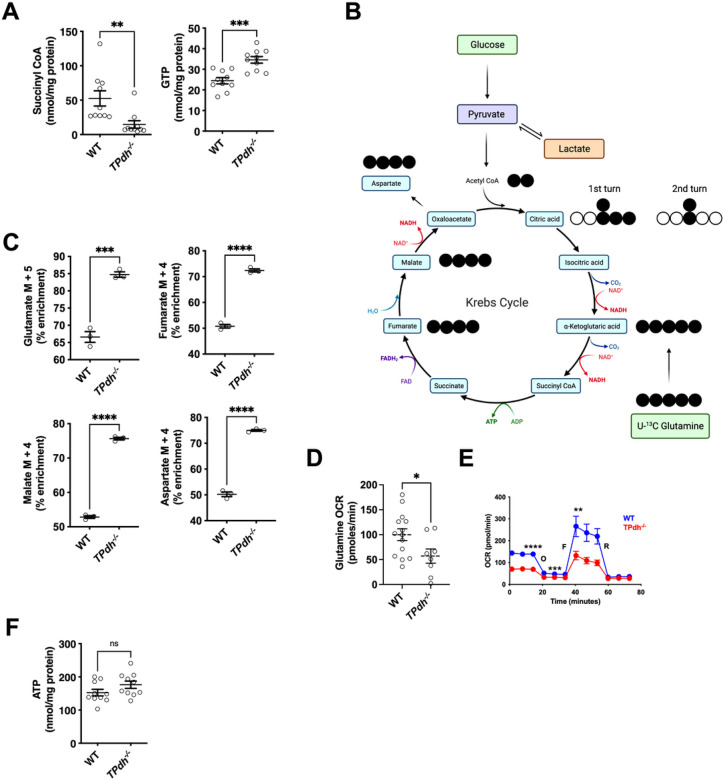
*TPdh*^*−/−*^ T cells maintain total cellular ATP despite perturbations in multiple energetic pathways. A) Metabolomics analyses. Splenic WT and *TPdh*^*−/−*^ T cells were activated as above for 24 hours. Cell pellets were collected and sent for metabolomic analysis. Metabolites were normalized to protein levels. N = 10 mice/condition. B) Cartoon demonstrating use of uniform ^13^C-glutamine as a carbon source for isotopomer labelling studies. C) Labelling of TCA cycle intermediates by ^13^C-glutamine in T cells activated for 24 hours (N = 3 mice / condition). D) Glutamine oxidation by extracellular flux analysis. Extracellular flux analysis was performed following the introduction of glutamine as the carbon source. (N = 14 WT mice, N = 8 *TPdh*^*−/−*^ mice. E) Extracellular flux analysis in T cells. T cells were activated for 24 hours using anti-CD3/CD28. Mitostress test was performed. N = 5-6 mice / condition. F) Total cellular ATP determined by metabolomics. WT and *TPdh*^*−/−*^ T cells were activated for 24 hours as above. Cell pellets were collected and sent for metabolomic analysis. Metabolites were normalized to protein levels. N = 10 mice / condition. Error bars = SEM. * P < 0.05, *** P < 0.001, **** P < 0.0001. Central line = mean, error bars = standard error of the mean.

**Figure 4:**
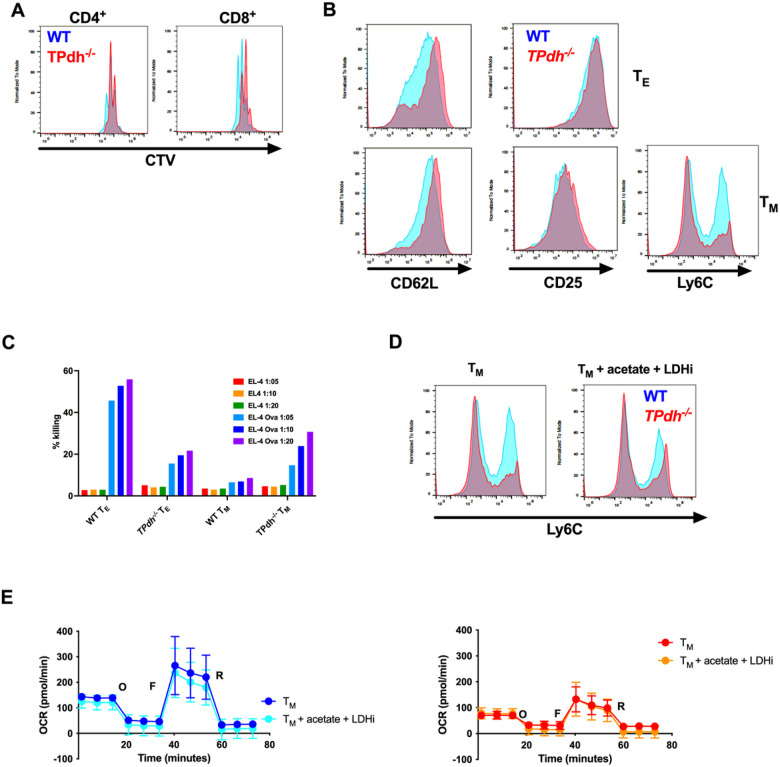
Abnormal T_M_ differentiation in *TPdh*^*−/−*^ cells. A) CD4^+^ and CD8^+^ T cell proliferation. Splenic T cells were isolated and stimulated with anti-CD3/CD28 for 72 hours. Proliferation was measured by Cell Trace Violet (CTV) dilution via flow cytometry. WT (blue), *TPdh*^*−/−*^ (red). B) *TPdh*^*−/−*^ T_E_ and T_M_ cell surface markers of differentiation. Following IL-2 or II-15 treatment, cells were analyzed by flow cytometry for their appropriate surface markers. C) *TPdh*^*−/−*^ T cell killing assay. OT-I T_E_ and T_M_ cells were assessed for their ability kill EL-4 cell targets loaded with OVA peptide. D) Treated *TPdh*^*−/−*^ TM cells. In addition to IL-15 treatment, T cells were treated with acetate (10 mM) and a lactate dehydrogenase inhibitor (LDHi, 25 mM). Ly6C was determined by flow cytometry. E) Extracellular flux analysis of TM cells supplemented following treatment as in D). N = 5-6 mice/condition. Error bars = SEM. Flow cytometry and cell killing graphs are representative of multiple experiments. Experiments were repeated 3 or more times.

**Figure 5:**
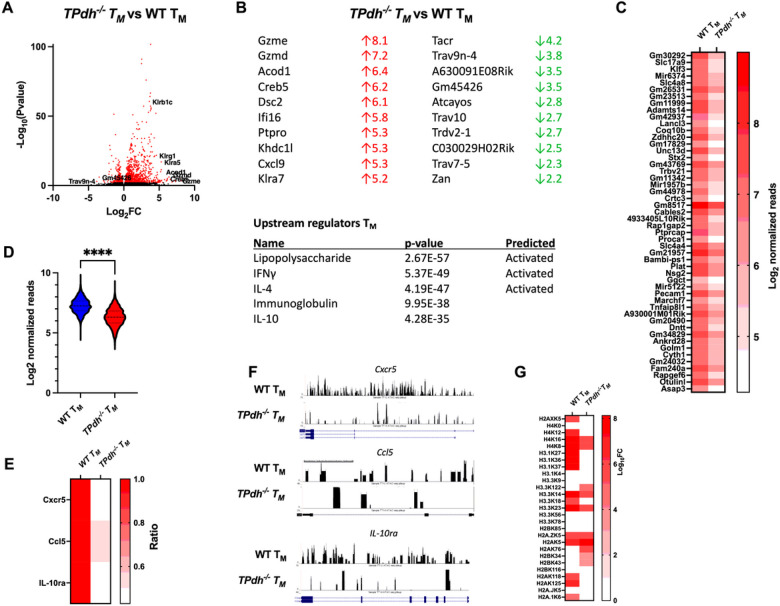
Genomic studies of T_M_ cells. Splenic T cells were differentiated into T_M_ cells using established protocols. RNA was extracted and submitted for RNAseq (N = 5 mice/condition). A) Volcano plot demonstrating differentially expressed genes. B) Gene ontology (GO) for differentially expressed genes. Gene ratio is the percentage of total differentially expressed genes in the given GO term. C) ChIPseq for T_M_ cells. Splenic T cells were differentiated as indicated above. Acetylated histones were immunopreciptated and DNA was sent for sequencing (N = 4 / condition). Top 50 genes detected by ChIPseq. D) Log_2_ normalized reads for ChIPseq. E) ChIP PCR of select targets identified by ChIPseq. Acetylated histones were precipitate as above. Genes involved in T_M_ differentiation which were also detected in ChIPseq were amplified using ChIP PCR. F) ATACseq of T_M_ cells. Splenic T cells were differentiated as above. Genes involved in T_M_ differentiation and identified in ChIPseq were examined for open regions of chromatin. Black peaks represent open regions of chromatin (N = 4/ condition). G) Histone proteomics. Histones were isolated from T_M_ cells and subjected to proteomic analysis for post-translational modifications. **** P < 0.0001.

## Data Availability

The datasets generated during and/or analyzed during the current study are available from the GEO repository: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE231433 https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE231553 https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE231554

How the deposited data were processed for this re-analysis (not part of the article)

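ChIPseq of acetylated histones in T_M_ cells was analysed from 5 peak lists, 2 of WT and 3 of *TPdh*-/- cells. The authors aligned the reads to GRCm38/mm10 with BWA-mem, kept uniquely mapping reads and removed blacklisted regions with Samtools, and called broad peaks with MACS2 for each library separately. The deposited lists give a fold enrichment for each peak over the background that MACS2 estimated, a ratio on a linear scale. They also give the authors' −log10 p and −log10 q of each peak. Read numbers are not in the lists, so the depth is unknown and no interval for counting error is given. The authors' differential analysis with DiffBind starts from reads and was not repeated.

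From there, peaks were counted, their covered length was summed, and lists were compared with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Peaks overlapped where they shared at least 1 bp. The Jaccard index is the length shared by a pair of lists divided by the length covered by either, and was checked against bedtools 2.31.1, which also gave the same 18410 merged regions. Regions with a peak in at least 2 libraries were kept as consensus regions. Each peak was placed in the first class that applied of promoter (within 3000 bp of a transcription start site), UTR, exon, intron, downstream (within 300 bp) and intergenic, by the GENCODE annotation of GRCm38, with 141730 transcripts of 55413 genes. Random expectation came from 100 circular shifts of each list within its chromosomes. On simulated lists with known sharing, all 7220 regions were recovered in the pattern they were made with. The simulated regions were spaced so that separate ones could not touch. This checks the counting alone, and not the merging of peaks that lie close together.

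Groups were compared by exact permutation tests over the 10 splits of 5 libraries into 2 and 3, with Benjamini-Hochberg adjustment over the annotation classes. A two-sided p is double the smaller one-sided p. The smallest p these splits allow is then 0.2 two-sided and 0.1 one-sided, so no comparison of the groups could pass 0.05. Lists of 16 genes each (memory, effector, T cell identity, ubiquitously expressed and other tissues) were compared with all other protein-coding genes by Fisher's exact test in each library, with Benjamini-Hochberg adjustment over 25 tests. The genes named are those labelled in Fig. 5E, the deleted gene, the genes of products named in the results text, and, of the genes of Fig. 5C with a peak in most WT and fewest *TPdh*-/- libraries, the first 3 in the order of the figure. Not every gene that this rule selects is reported here. The regions named are the strongest by mean percentile of −log10 q among those of WT alone, of *TPdh*-/- alone and of all 5 libraries. Genes of Fig. 5C were read from the figure, and the others were only tallied.

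These choices, the tests named here and the gene lists were set before the data were examined, while the tests of read depth, weak peaks, a mislabelled sample, the X and Y share and repeat sequence were chosen after. The alternatives set before were a −log10 q of at least 2 or 5, lists of equal length, autosomes alone, joining of peaks within 1000 bp, a minimum width of 500 bp, an overlap of 50% of the shorter peak, regions in at least 1 library, promoters within 1000 bp, peak midpoints, protein-coding genes alone, the replicate number as a block, and leaving out each library. A minimum width of 1000 bp and assignment of peaks to the nearest transcription start site were chosen after the data were seen. ChIP PCR, ATACseq, RNAseq and proteomics were not analysed here.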

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

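The test of repeat sequence was chosen after the result was seen. The strongest peaks of all 5 libraries lay at the start of chromosome 9, outside the loci that the paper discusses. The strongest peak of WT replicate 1 ran from 3022959 to 3025924, with the authors' −log10 q of 220 against a median of 3.99 in that list, and the highest value there in the other libraries was between 273 and 310. This is a signal in loci that the paper does not report on, and no control library was analysed. Its fold enrichment was 2.42. Repeats cover 97.9% of the bases of this peak in the reference, and 73.1% of its bases were identical to the base 234 bp further on, the lag between 100 and 400 bp with the most identical bases. Over all peaks of the library, each at its own best lag, the median was 30.4%. The 3 strongest regions with a peak in all 5 libraries, from 3000535 to 3004221, from 3006691 to 3009334 and from 3022842 to 3025924, all lay there, at genes annotated as *Gm26870*, *Gm11168* and others. A candidate explanation is tandem repeat sequence, and the test could have come out the other way. The paper removed reads in blacklisted regions, and the list of those regions was not used here. The peaks are in both genotypes, and no biological explanation was tested.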

How the results depend on the processing

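The width minimum of 1000 bp and the assignment to the nearest transcription start site were chosen after the data were seen. No comparison of the groups could pass a threshold, so values were compared with 1 SD between libraries, and counts of regions by a factor of 1.5. The log2 difference in peak number and in covered length stayed above 0 under the alternatives run for them. Lists of equal length were not among these. They fix the peak number, and covered length was not compared with them. The cause of the changes below was not tested unless stated.

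With a −log10 q of at least 5, the log2 difference was 1.64 in peak number and 1.86 in covered length, the promoter difference was -5.01 and the intron difference 3.04 percentage points, and the X and Y difference was 0.303. Consensus regions fell to 3196, with 463 of WT alone, 0 of *TPdh*-/- alone and 367 in all libraries, fewer because fewer peaks enter. *TPdh*-/- peaks with a WT peak were then 96.9%, T cell identity genes with a promoter peak 21.9% in WT and 8.33% in *TPdh*-/-, and the mean number of genes of Fig. 5C with a peak 13 and 4. With a −log10 q of at least 2, the promoter difference was -4.36, regions of *TPdh*-/- alone 1, *TPdh*-/- peaks with a WT peak 96.8%, T cell identity genes in *TPdh*-/- 39.6%, and genes of Fig. 5C in WT 32.

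With lists of equal length, the promoter, intron and intergenic differences changed sign, to 6.43, -2.66 and -3.87 percentage points. These lists keep all of *TPdh*-/- replicate 1 and only the higher ranks of the others, where the promoter share is higher. The X and Y difference was 0.312, consensus regions 5865, regions of WT alone 188 and of *TPdh*-/- alone 133. WT peaks with a *TPdh*-/- peak were 85.9%, *TPdh*-/- peaks with a WT peak 77.8%, T cell identity genes 25% in WT and 37.5% in *TPdh*-/-, and genes of Fig. 5C 17 in WT and 13.3 in *TPdh*-/-. The share of T cell identity genes was thus no longer higher in WT.

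With promoters within 1000 bp, the promoter difference was -4.01 and genes of Fig. 5C in WT 32. Regions in at least 1 library were 18410. The width minimum of 500 bp removed no peak and joining within 1000 bp changed no value, so neither tested anything. With 1000 bp, the promoter difference was -1.24, the intergenic difference changed sign to -0.962, consensus regions were 5699, those of *TPdh*-/- alone 1 and those in all libraries 1002. With the nearest transcription start site, 40 genes of Fig. 5C had a peak in WT. Autosomes alone leave no X and Y share, so that alternative gave no value for it.

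Across the fits that each left out one library, the log2 difference in peak number was from 0.49 to 1.34 and in covered length from 0.58 to 1.61, and the intergenic difference was from -0.749 to 1.23. The excess of overlap within groups was from -0.0301 to 0.106, so its sign rests on which library is left out. It was -0.0301 without WT replicate 1 and -0.000494 without *TPdh*-/- replicate 2. The intergenic difference was -0.749 without WT replicate 2 and -0.167 without *TPdh*-/- replicate 3. Regions of WT alone were from 1204 to 2746, the highest without *TPdh*-/- replicate 3; leaving out a WT library gives no such value, since a region then needs another library. Regions of *TPdh*-/- alone were from 7 to 141, the highest without WT replicate 1. WT peaks with a *TPdh*-/- peak were from 48.9% to 78.7%, and *TPdh*-/- peaks with a WT peak from 77.7% to 92.9%.

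The replicate numbers 1 and 2 are not stated to pair samples. WT replicate 1 lay above WT replicate 2 in peak number and *TPdh*-/- replicate 1 below *TPdh*-/- replicate 2. With the replicate block, which leaves out *TPdh*-/- replicate 3, the log2 difference was 1.20 in peak number and 1.45 in covered length, the promoter difference was -3.50, the intron difference 2.50 and the intergenic difference -0.167, which changed sign. Leaving out *TPdh*-/- replicate 3 without a block gave the same values, so the block tested nothing further. Of the results for single genes and other gene lists, 29 values moved under an alternative and 50 did not.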

Differences from the paper's values

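The paper names *Ccl5* among the targets that its ChIPseq identified. No library had a peak within 3000 bp of *Ccl5*, nor within 1000 bp. With peaks assigned to the nearest transcription start site, an alternative chosen after the values were seen, *Ccl5* had a peak in all 5 libraries. The paper annotated its peaks with ChIPseeker, and its text gives no distance limit. The difference may thus lie in the rule of assignment and not in the peaks.

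The legend of Fig. 5 gives 4 samples per condition, and 2 WT and 3 *TPdh*-/- libraries were analysed here.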

Other observations

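The tests of read depth, of weak peaks in the longer lists, of a mislabelled sample and of the X and Y share were chosen after the results were seen. The tests of 1 WT library, of the sensitivity of peak calling, of sex and of T cell promoters were set before.

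Fewer peaks were called in *TPdh*-/- than in WT libraries on average, and several explanations stay open. Without WT replicate 1, the log2 difference was 0.49, a ratio of 1.40, within the SD of 0.51 among the *TPdh*-/- libraries, so a single WT library as the source cannot be told apart from a difference between genotypes with these numbers of libraries. A lower sensitivity of peak calling in the *TPdh*-/- libraries predicts that WT peaks with no *TPdh*-/- peak are the weakest of their list. Their median percentile was 27.0 in WT replicate 1 and 19.1 in WT replicate 2, which is consistent with it. At equal list length the mean Jaccard index was 0.426 within groups and 0.422 between them (exact permutation test, one-sided, p = 0.4). A loss of acetylation at all sites alike could give the same values, since the weakest sites would fall below the threshold first. Peaks of *TPdh*-/- replicate 3 with no peak in *TPdh*-/- replicate 1 or 2 had a median percentile of 27.5, so the same pattern appears within a genotype.

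Read depth cannot be told apart from genotype either. The median −log10 p of peaks of fold 2.4 to 2.6 may stand in for depth, and was 6.01 and 4.92 in the WT lists and 4.85, 4.93 and 5.60 in the *TPdh*-/- lists. WT replicate 2 had a value like those of *TPdh*-/- replicates 1 and 2, and 1.80 and 1.63 times as many peaks. At folds of 2.9 to 3.1 and 3.4 to 3.6, the value was 7.30 and 9.52 in WT replicate 2. It was 6.56 and 8.73 in *TPdh*-/- replicate 1, and 7.22 and 9.57 in *TPdh*-/- replicate 2. The likeness to *TPdh*-/- replicate 1 thus held in the lowest fold range alone. Both comparisons rest on WT replicate 2, and the 2 libraries with the highest values had the most peaks. Sex of the mice stays open too. X and Y held 1.89% and 1.63% of the peaks in the WT lists and 1.04%, 0.996% and 1.35% in the *TPdh*-/- lists, higher in both WT libraries than in the 3 *TPdh*-/- libraries. The difference was 0.628 percentage points (exact permutation test, two-sided, p = 0.2, the smallest this test allows), and 0.312 with lists of equal length. The log2 difference in peak number on autosomes was 0.91, but so few peaks lie on X and Y that leaving them out could hardly move it, and the sex of each mouse is not known here.

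*TPdh*-/- replicate 3 shared more with the WT libraries than with the other *TPdh*-/- libraries. Its Jaccard index was 0.436 with WT replicate 1 and 0.486 with WT replicate 2, against 0.346 and 0.360 with *TPdh*-/- replicates 1 and 2. At equal list length, the index was 0.510 with WT replicate 1, above the 0.473 of the WT pair. A mislabelled sample might give this, and so might read depth, since its −log10 p at the same fold, 5.60, lay nearer to WT replicate 1 than did those of *TPdh*-/- replicates 1 and 2. This reason for depth covers WT replicate 1 alone. WT replicate 2, at 4.92, lay close to the 4.85 and 4.93 of *TPdh*-/- replicates 1 and 2. The values do not decide between a wrong label and read depth.

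The promoter share was lower in the WT lists, and weak peaks in the longer WT lists cannot be told apart from genotype as its source. The promoter share rises with rank, from 31.6% in the weakest decile of WT replicate 1 to 86.7% in the strongest, and the 2 tests keep unequal parts of the lists, in opposite directions. Equal list length, the first test written, gave 6.43 percentage points, the direction that weak peaks predict, but 4920 peaks are all of *TPdh*-/- replicate 1 and only the strongest of WT replicate 1. Removing peaks under a −log10 q of 5, chosen as a test when both values were known, gave -5.01, against -3.30 with all peaks, but keeps 6185 of 15962 peaks in WT replicate 1 and only 618 of 4920 in *TPdh*-/- replicate 1. Neither decides. Read depth was not tested for this difference and stays open.

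Promoter peaks were more frequent at T cell identity genes than at other protein-coding genes in all 5 libraries, with 16 and 11 of the 16 genes in WT and 7, 9 and 13 in *TPdh*-/-. The largest adjusted p was 0.012 (Fisher's exact test, Benjamini-Hochberg over 25 tests). Ubiquitously expressed genes were also above the others in all 5 libraries (Fisher's exact test, largest adjusted p = 0.0331). The memory list passed in 3 libraries (adjusted p from 0.00144 to 0.363), and the effector list in none (adjusted p from 0.364). Genes of other tissues had a promoter peak in 1 case, in WT replicate 1. Their share was below that of other genes in all 5 libraries, and the difference passed in 3 (Fisher's exact test, adjusted p from 0.00764 to 0.215). These values are consistent with peaks at active T cell promoters, although the effector list did not stand out. A difference between WT and *TPdh*-/- in these lists was not tested.

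Of other genes named in the results text, *Gzmb* had a promoter peak in all 5 libraries. *Ly6c2* had a peak in all libraries but *TPdh*-/- replicate 1, whose nearest peak lay 3287 bp away, just beyond the limit of 3000 bp. *Ly6c1* had none in any library.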
